# Murine HSCs contribute actively to native hematopoiesis but with reduced differentiation capacity upon aging

**DOI:** 10.7554/eLife.41258

**Published:** 2018-12-18

**Authors:** Petter Säwen, Mohamed Eldeeb, Eva Erlandsson, Trine A Kristiansen, Cecilia Laterza, Zaal Kokaia, Göran Karlsson, Joan Yuan, Shamit Soneji, Pankaj K Mandal, Derrick J Rossi, David Bryder

**Keywords:** hematopoiesis, stem cells, steady state, aging, lineage tracing, Mouse

## Abstract

A hallmark of adult hematopoiesis is the continuous replacement of blood cells with limited lifespans. While active hematopoietic stem cell (HSC) contribution to multilineage hematopoiesis is the foundation of clinical HSC transplantation, recent reports have questioned the physiological contribution of HSCs to normal/steady-state adult hematopoiesis. Here, we use inducible lineage tracing from genetically marked adult HSCs and reveal robust HSC-derived multilineage hematopoiesis. This commences via defined progenitor cells, but varies substantially in between different hematopoietic lineages. By contrast, adult HSC contribution to hematopoietic cells with proposed fetal origins is neglible. Finally, we establish that the HSC contribution to multilineage hematopoiesis declines with increasing age. Therefore, while HSCs are active contributors to native adult hematopoiesis, it appears that the numerical increase of HSCs is a physiologically relevant compensatory mechanism to account for their reduced differentiation capacity with age.

## eLife digest

As far as we know, all adult blood cells derive from blood stem cells that are located in the bone marrow. These stem cells can produce red blood cells, white blood cells and platelets – the cells fragments that form blood clots to stop bleeding. They can also regenerate, producing more stem cells to support future blood cell production. But, our understanding of the system may be incomplete.

The easiest way to study blood cell production is to watch what happens after a bone marrow transplant. Before a transplant, powerful chemotherapy kills the existing stem cells. This forces the transplanted stem cells to restore the whole system from scratch, allowing scientists to study blood cell production in fine detail. But completely replacing the bone marrow puts major stress on the body, and this may alter the way that the stem cells behave. To understand how adult stem cells keep the blood ticking over on a day-to-day basis, experiments also need to look at healthy animals.

Säwén et al. now describe a method to follow bone marrow stem cells as they produce blood cells in adult mice. The technique, known as lineage tracing, leaves an indelible mark, a red glow, on the stem cells. The cells pass this mark on every time they divide, leaving a lasting trace in every blood cell that they produce. Tracking the red-glowing cells over time reveals which types of blood cells the stem cells make as well as provides estimates on the timing and extent of these processes.

It has previously been suggested that a few types of specialist blood cells, like brain-specific immune cells, originate from cells other than adult blood stem cells. As expected, the adult stem cells did not produce such cells. But, just as seen in transplant experiments, the stem cells were able to produce all the other major blood cell types. They made platelets at the fastest rate, followed by certain types of white blood cells and red blood cells. As the mice got older, the stem cells started to slow down, producing fewer blood cells each. To compensate, the number of stem cells increased, helping to keep blood cell numbers up.

This alternative approach to studying blood stem cells shows how the system behaves in a more natural environment. Away from the stresses of transplant, the technique revealed that blood stem cells are not immune to aging. In the future, understanding more about the system in its natural state could lead to ways to boost blood stem cells as we get older.

## Introduction

HSC-derived hematopoiesis has usually been studied in the setting of transplantation (Benz et al., 2012; Biasco et al., 2016; Dykstra et al., 2007; Lu et al., 2011; Rundberg Nilsson et al., 2015; Wu et al., 2014), an experimental paradigm that has been the foundation of hematopoietic research for decades (Siminovitch et al., 1963; Till and McCulloch, 1961) and which has established hallmark properties of HSCs such as multi-potency and self-renewal. However, while the transplantation assay has provided key insights, not the least with relevance for the clinical use in bone marrow (BM) transplantation, it might not accurately reflect the contribution of HSCs to ongoing and unperturbed steady state hematopoiesis. This is because transplantation is conducted under highly non-physiological conditions wherein HSCs are forced to proliferate to rebuild an entire hematopoietic hierarchy in a myeloablated bone marrow micro-environment. Therefore, there is a need to approach HSC biology also in more unperturbed settings.

While the overall structure of hematopoiesis is rather well established (Bryder et al., 2006), the degree by which HSCs contribute to adult hematopoiesis in the steady state is more unclear. This includes whether the proposed differentiation routes for the hematopoietic lineages are obligatory, or whether alternative/complementary pathways exist. Furthermore, cells of the different hematopoietic lineages have not only distinct homeostatic functions and maintenance mechanisms (Bando and Colonna, 2016; Dzierzak and Philipsen, 2013; Rodvien and Mielke, 1976) but also display dramatically different lifespans (Galli et al., 2011; Harker et al., 2000; Van Putten, 1958; Westera et al., 2013). As a consequence, the rates by which separate adult-derived blood cell lineages must be replenished differ substantially. At the extreme end, certain hematopoietic cell types generated during the fetal period appear devoid of replenishment from adult progenitors, and rather rely on homeostatic proliferation for their maintenance (Ginhoux and Guilliams, 2016; Kantor et al., 1995).

Recent developments of transgenic mouse models that allow for identification (Acar et al., 2015; Chen et al., 2016; Gazit et al., 2014) and evaluation of HSCs biology have facilitated studies of native in vivo hematopoiesis (Busch et al., 2015; Sawai et al., 2016; Sun et al., 2014; Wilson et al., 2008). Using one such model, we recently revealed that most adult HSCs are highly quiescent, which is strikingly different in the transplantation scenario (Säwén et al., 2016). Other models have been used for lineage tracing from HSCs (Busch et al., 2015; Sawai et al., 2016; Sun et al., 2014). In one of these, lineage tracing was conducted via random genetic integration of an inducible transposable genetic element, leading to the proposition that native hematopoiesis involves a large number of actively contributing progenitor cell clones, which are only rarely shared among hematopoietic lineages (Sun et al., 2014). More common approaches for lineage tracing involve the use of cell type specific recombinases, that function to irreversibly mark a cell of interest and with time its descendants. While elegant and extensively used among developmental biologists, such approaches have only sparsely been applied to adult HSCs, and with seemingly contradictory results. Using a Tie2-driven model, Busch et al. concluded a substantial hematopoietic contribution/maintenance from progenitors rather than HSCs (Busch et al., 2015), which at least to some extent would appear compatible with the results from Sun et al. (2014). By contrast, Sawai et al. utilized a Pdzk1ip1-based CreERT2 system and suggested robust HSC labeling and hematopoiesis from adult HSCs (Sawai et al., 2016).

To try to assess these potential ambiguities, we here investigated the degree to which HSCs contribute to steady state adult hematopoiesis by using an inducible Fgd5-based HSC lineage tracing model (Gazit et al., 2014). We observed dramatic differences with regards to HSC contribution to adaptive immunity (slow) and the myeloerythroid lineages (fast), with HSCs contributing to the platelet lineage with the most rapid kinetics. The regeneration of terminal cell fates was closely mirrored at the level of each intermediate myeloerythroid precursor. These findings are consistent with adult HSCs as highly active contributors to multilineage hematopoiesis not only following transplantation, but also during the steady state. However, when approached in the situation of chronological aging, we noted diminished mature blood cell output from aged HSCs that could be traced to the first differentiation events from HSCs. These results suggest that the previously proposed fetal to adult switch (Bowie et al., 2007), in which HSCs alter their properties from more excessive proliferation/differatiation to a more dormant state in the adult, extends gradually throughout adulthood. As a consequence, the well-known numerical increase of HSCs with age (Morrison et al., 1996; Rossi et al., 2005; Sudo et al., 2000) appears to represent a physiologically relevant mechanism to account for reduced HSC differentiation with age.

## Results

### Fgd5-CreERT2-based lineage tracing allows for assessment of HSC contributions to unperturbed hematopoiesis

Using a transcriptome based screen of more than 40 different hematopoietic cell types, Fgd5 (FYVE, RhoGEF and PH domain containing 5) was identified as a HSC-expressed gene that is rapidly downregulated upon differentiation. That Fgd5 expression marks all HSCs was confirmed through functional studies using an Fgd5 knock-in reporter strain (Gazit et al., 2014). 

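Single-cell transcriptomes of 3 sorted populations of mouse bone marrow cells were made with the Chromium system (10x Genomics), in which each captured transcript carries a unique molecular identifier (UMI), so that the values count distinct molecules and not PCR copies. The authors combined consecutive sequencing runs, processed them with Cell Ranger and deposited 1 table of UMI counts, without normalization, for 12893 cells and 15287 genes, each gene detected in at least 3 cells. The cell barcodes carry 5 suffixes, 1 per library, and the table does not name the population behind a suffix. The suffixes were matched to the populations through the cell numbers that the paper prints. One suffix holds 793 cells, another holds 519, and the other 3 together hold 11581, and no other set of suffixes gives these numbers. The cell numbers therefore equal the paper's by construction, and every comparison between populations rests on this match. The 3 Lin-kit+ libraries are called a, b and c, without a link to single sample labels. For the pair of reporter-positive samples, the title and the source in the sample labels disagree on which was sorted with the full HSC phenotype, so the cell numbers alone decide it here. The labels give an age of 20 weeks. The paper's text and the labels do not give the number of mice, so n counts libraries. The labels assign no library to a batch, and a difference in processing between populations was not measured. Across genes, log2(CPM + 1), with CPM the UMIs of a gene scaled by all UMIs of the library, correlated with r between 0.991 and 0.996 among the Lin-kit+ libraries and between 0.867 and 0.889 from these to the reporter-positive libraries. Summed counts of the Lin-kit+ libraries still differed by more than counting noise. Their chi-square per degree of freedom over genes was 6.56 (a and b), 12.9 (b and c) and 20.4 (a and c). Counting noise alone gives about 1. Each reporter-positive library held fewer cells than each Lin-kit+ library, so effects of cell number and population cannot be told apart.

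The Lin-kit+ libraries held 1339, 4095 and 6147 cells with 10000606, 18683092 and 36080242 UMIs, and medians of 6567, 4426 and 5509 UMIs per cell. The Fgd5 reporter-positive library held 4168367 UMIs (median 4346 per cell) and the library with the additional HSC gate 2166655 (median 3721). The Lin-kit+ libraries differ in their cell numbers, so they are not copies of 1 library, and were counted as 3 libraries. Separate mice and separate loadings of 1 cell suspension both stay possible. The titles of the Lin-kit+ samples carry graded numbers whose meaning is not stated, and the libraries hold graded numbers of cells. Graded loadings would give this pattern, but the titles do not settle it. With loadings of 1 suspension, the SDs and p-values given here would not cover variation between mice. All cells were kept, since the paper's text names no filter on cells. Scrublet, run on each library, called 159 cells doublets (1.23%), which were also kept. Counts were scaled to the median UMI total, log-transformed and reduced to 20 principal components of the 2000 most variable genes, with Fgd5 itself left out, and these components held 19.8% of the variance. Cells were grouped by Leiden clustering on 15 nearest neighbours at resolution 1, which gave 26 clusters. Distances were measured among principal components and no tSNE map was made. Intervals are 95% intervals and, apart from those on neighbours, cover counting error only.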

To further detail the HSC specificity of Fgd5, we first acquired transcriptome data from 11,581 individual lineage-marker negative, c-kit positive and CD45 positive bone marrow cells (Lin^-^kit^+^). 

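Clusters were named by lists of marker genes chosen before the data were examined. The detection and fold thresholds for using a marker were set after the clusters had been seen, and they left 25.6%, 25.9% and 25.0% of the cells of libraries a, b and c unnamed. The named Lin-kit+ cells fell into 10 classes of at least 10 cells. Monocyte or dendritic-like cells made up 23.5% ± 1.16 (SD, n = 3 libraries) and neutrophil-like cells 23.3% ± 0.618 of each library. The class depends on the thresholds. A cluster led by Fcnb, Camp, S100a9 and S100a8, with 5.75%, 6.84% and 6.75% of the cells of libraries a, b and c, had 3 supporting markers and was included. Clusters led by Ltf and Ngp along with Camp and S100a9 had fewer and were left unnamed. Of these, 2 held 9.34%, 9.23% and 9.53% of the cells together and a smaller one 0.149%, 0.586% and 0.992%. A cluster with Mpo among its leading genes and as its 1 supporting marker was also left unnamed. It held 7.99%, 8.03% and 7.06% of the cells of libraries a, b and c. Erythroid-like cells made up 7.32% ± 0.591, lymphoid-primed multipotent-like cells 6.12% ± 0.649, mast or basophil-like cells 4.53% ± 0.383, megakaryocyte-like cells 4.50% ± 0.144 and HSC-like cells 4.39% ± 0.762. The latter 3 shares overlapped within the same spread. T or NK-like cells made up 0.469% ± 0.156, B-lymphoid-like cells 0.246% ± 0.052 and eosinophil-like cells 0.210% ± 0.042. Most HSC-like Lin-kit+ cells lay in a cluster of 469 cells led by genes that include Ly6a and Cd34 and defined by Procr, Hlf, Mecom, Ly6a and Meis1. This cluster had 2.03 CPM of Slamf1 and 157 CPM of Cd48, far from the 39.7 and 0.366 CPM of the cluster with most reporter-positive cells, so the name rests on the other markers. Between 8 and 10 classes were found under every alternative clustering tried.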

The Lin^-^kit^+^ population contains a range of different immature hematopoietic progenitor cells (Pronk et al., 2007). Therefore, Lin^-^kit^+^ cells provided a benchmark to which other more defined/specific hematopoietic progenitor subsets could be compared. 

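In GRCm38 with the GENCODE M21 annotation, Fgd5 lies on the + strand of chromosome 6 from 91978878 to 92076004. One of its annotated protein-coding transcripts has 21 exons. Exon 1 spans 91978878 to 91979042 and holds the start codon at 91979030 to 91979032, while the stop codon lies in exon 21 at 92074604 to 92074606. The genome build behind the deposited counts is not stated with them, so these coordinates serve only as the reference position of the gene, which the count table lists by symbol. Of its 15287 genes, 0 carry a name of the reporter or the recombinase, so Fgd5 was followed through its own transcript. How the inserted allele alters that count was not measured.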

Next, we took advantage of an Fgd5 reporter strain in which a ZsGreen-2A-CreERT2 allele was knocked into the endogenous *Fgd5* locus (hereafter *Fgd5^CreERT2/+^* mice) (Figure 1B) (Gazit et al., 2014). 

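Transcripts of the genes behind the sorting antigens were summed per library and given as CPM. Fold changes are on the scale of edgeR's TMM normalization, and scaling by library totals in its place, as CPM does, raised the log2 fold change of the median gene by 0.54. The library of 793 reporter-positive cells had 135 CPM of Kit and the library of 519 cells 157 CPM, against 28.5 ± 1.62 (SD, n = 3) in the Lin-kit+ libraries, a log2 fold change of 1.81 (standard error 0.10, adjusted p = 9.91e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ly6a, which encodes Sca-1, stood at 267 and 264 CPM against 13.8 ± 1.11 (log2 fold change 3.73, standard error 0.10, edgeR adjusted p = 1.19e-06). Slamf1, which encodes CD150, stood at 35.7 and 38.3 CPM against 2.46 ± 0.797 (log2 fold change 3.36, standard error 0.23, edgeR adjusted p = 2.75e-05). Cd48 stood at 6.24 CPM in the library of 793 cells and 1.85 CPM in the library of 519 cells, against 192 ± 5.98 (log2 fold change -5.91, standard error 0.28, edgeR adjusted p = 6.10e-06). Ptprc, which encodes CD45, stood at 85.2 and 103 CPM against 46.4 ± 2.08 (log2 fold change 0.47, standard error 0.10, edgeR adjusted p = 0.0051). With library totals, the log2 fold change of Ptprc was 1.01. These 5 genes passed the threshold in 5 of 5 cases under each of the 11 alternatives run, of which the library totals were added after the data had been seen. The reporter-positive group has 2 libraries with different gates, so its spread includes the gate. The library of 519 cells was sorted on Sca-1, CD150 and CD48, so the direction of Ly6a, Slamf1 and Cd48 there was largely given beforehand. For these genes only the library of 793 cells, not gated on them, is informative, and the tests use both libraries.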

We sorted either Lin^-^kit^+^Fgd5^+^ cells (Figure 1A middle; 793 cells, Fgd5^+^), or Fgd5^+^ cells with a stringent Lin^-^kit^+^Sca-1^+^CD48^-^CD150^+^ HSC phenotype (Figure 1A right, 519 cells, HSC-Fgd5^+^). All Fgd5^+^ and HSC-Fgd5^+^ data were aggregated with the Lin^-^kit^+^ transcriptome data, which was followed by identification of the most significant gene vectors using principal component analysis (PCA). Data was then visualized using t-distributed stochastic neighbor embedding (tSNE) dimensionality reduction (Figure 1A). 

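The scatter of each library was measured as its effective number of clusters, the exponential of the Shannon entropy of its cluster shares, after equal numbers of cells were drawn from each library 100 times. The Lin-kit+ libraries a, b and c occupied 17.3, 17.9 and 18.0 effective clusters of 26, and their largest cluster held 11.9%, 9.96% and 11.2% of their cells. The Fgd5+ and HSC-Fgd5+ libraries occupied 1.43 and 1.38. The ratio of the means was 12.6 ± 0.257 (SD over the 3 Lin-kit+ libraries). With library labels shuffled over cells 20 times it was 0.988. The size of the ratio depended on the clustering. It ranged from 5.82 without Lin-kit+ library c to 15.5 without the HSC-Fgd5+ library and was 7.00 without Lin-kit+ library b, and all 15 alternatives, 5 of them added after the data had been seen, moved it by more than the SD. The mean distance of cells to their library's centroid among the principal components, which uses no clusters, differed less, at 12.0, 11.4 and 11.7 in the Lin-kit+ libraries against 9.54 in the Fgd5+ and 10.2 in the HSC-Fgd5+ library.

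**Figure D1:**
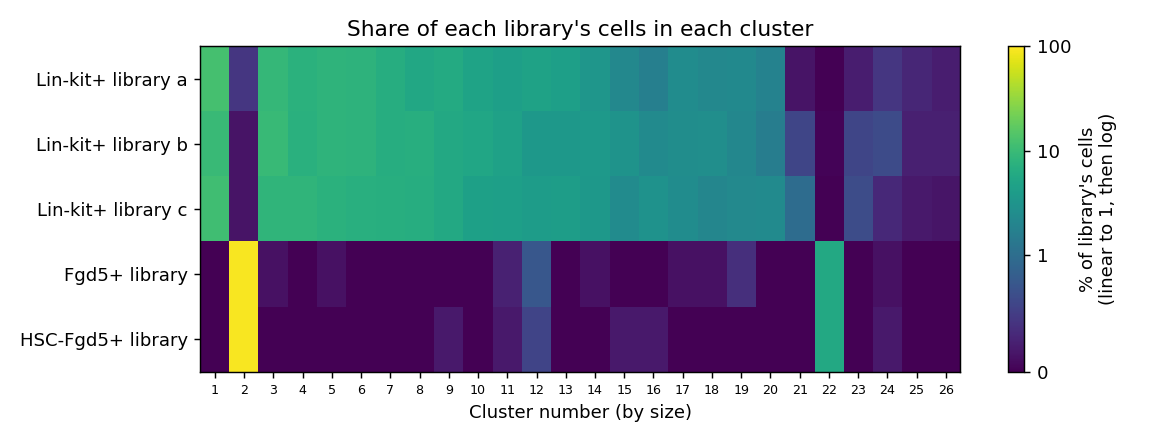
Share of the cells of each library (vertical axis) in each of the 26 clusters, numbered by size (horizontal axis), as percent of that library's cells on a colour scale that is linear to 1% and logarithmic above. Cluster 2 holds 92.1% of the Fgd5+ and 92.7% of the HSC-Fgd5+ cells, while no cluster holds over 11.9% of a Lin-kit+ library.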

Lin^-^kit^+^ cells were extensively scattered across the two dimensions (Figure 1A, left), in agreement with the heterogeneity of these cells. By contrast, Fgd5^+^ cells, regardless if sorted based on additional HSC markers, formed a distinct and highly overlapping cluster (Figure 1A, middle and right). This cluster localized to a region with very few cells when evaluating Lin^-^kit^+^ cells (Figure 1A, left, dotted area), emphasizing the HSC-specificity of the Fgd5 reporter and the low HSC frequency within the larger Lin^-^kit^+^ fraction.

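The smallest set of clusters with at least 80% of the cells of the 2 reporter-positive libraries was 1 cluster, called the Fgd5+ region here. It held 730 of the 793 Fgd5+ cells (92.1%, 95% Wilson interval 90.0 to 93.7) and 481 of the 519 HSC-Fgd5+ cells (92.7%, 90.1 to 94.6), and the intervals overlap. A further 46 Fgd5+ and 30 HSC-Fgd5+ cells lay in 1 other cluster led by cell division genes. Among the 15 nearest reporter-positive neighbours of each cell, those from the other library occurred at 0.838 times (0.783 to 0.894) the frequency that library sizes give, where 1 is full mixing. Shuffled library labels gave 1.00. The intervals on neighbours treat each cell as 1 independent trial, although cells share neighbours, so they are only a rough guide. The ratio rose to 0.960 when only cells with at least 1000 UMIs and under 10% mitochondrial UMIs were kept, a filter that left 405 HSC-Fgd5+ and 790 Fgd5+ cells. After equal numbers of Lin-kit+ and reporter-positive cells were drawn, 98.5% (97.7 to 99.0) of the neighbours of reporter-positive cells were reporter-positive, against 1.57%, 1.02% and 1.37% of the neighbours of Lin-kit+ cells in libraries a, b and c.

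Across genes, which are not independent replicates, log2(CPM + 1) of the 2 reporter-positive libraries correlated with r = 0.978, and 103 of 6245 genes with at least 100 UMIs in both together differed at least 2-fold. With 1 library per gate this difference has no replicate check. Genes with the largest ratio toward HSC-Fgd5+ were Gm42726 (log2 ratio 2.67), Phpt1 (1.08), Bsdc1 (1.05), Trim6 (1.03) and Insr (1.03). Toward Fgd5+ they were Ngp (-8.12), S100a8 (-7.995), Camp (-7.03), Lcn2 (-6.72) and S100a9 (-6.35). A single Fgd5+ cell outside the region held 2178 of the 2208 S100a8 UMIs, 790 of the 800 Ngp UMIs and 622 of the 629 Camp UMIs of that library. Among region cells the genes toward Fgd5+ were Flywch1, Gm26917, Lysmd2, Pdcd2 and Abhd17a, with log2 ratios from -3.83 to -2.13. Of the 83 genes that differed at least 2-fold among region cells, only Gm42726, Phpt1 and Trim6 lay toward HSC-Fgd5+.

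Counts summed per library were compared between the 2 reporter-positive and the 3 Lin-kit+ libraries with edgeR's quasi-likelihood test. Of 11991 genes tested, 7567 passed an adjusted p of 0.05, with 3921 higher and 3646 lower in reporter-positive cells, and 4404 of them changed at least 2-fold, 2629 higher and 1775 lower. The balance of directions depends on the scaling. DESeq2 called 3401 genes higher and 3682 lower, while edgeR with library totals, an alternative added after the data had been seen, called 6586 higher and 1993 lower. Of the 3646 genes lower by TMM, 620 had a higher mean CPM in reporter-positive cells. The alternative that lowered the count most, apart from this size limit, was an equal number of cells per library, with 5722. In simulated data for this comparison, with 200 of 11991 genes changed, 8.5% of the calls fell on unchanged genes. Far more genes were called here than were changed there, so this share is no estimate for the 7567 calls. The 10 genes with the largest fitted change were Prss34, Prg2, Ms4a2, Mogat2, 4930438A08Rik, Cldn5, Mcpt8, Pilrb1, Clec4b2 and C5ar1. Only Cldn5 was higher in reporter-positive cells, at 17.0 CPM (Fgd5+) and 27.7 CPM (HSC-Fgd5+) against 0 UMIs in the Lin-kit+ libraries, at least 483-fold above a floor of 3 counts over that group. Prss34 had 0 UMIs in the reporter-positive libraries and 686 ± 64.2 CPM (SD, n = 3) in the Lin-kit+ libraries, at least 1448-fold above the same floor. Apart from Mcpt8, each of these genes had 0 UMIs in 1 group, where the fitted change depends on the prior count, so their order is not one of measured folds. The lowest bound was 24.1-fold, for C5ar1.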

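In the Lin-kit+ libraries a, b and c, 6 of 1339, 6 of 4095 and 9 of 6147 cells lay in the Fgd5+ region. These shares of 0.448% (95% Wilson interval 0.206 to 0.974), 0.147% (0.067 to 0.319) and 0.146% (0.077 to 0.278) gave a mean of 0.247% ± 0.174 (SD, n = 3), against 92.3% of all reporter-positive cells. The share was largest in library a. With 1 library left out, the remaining cells were clustered again, so clustering could also move the mean. It was 0.155% without library a, 0.430% without library b and 0.470% without library c. The rule for the region moved the value most. When a Lin-kit+ cell was counted as inside if its distance to the nearest reporter-positive cell was below the 95th percentile of such distances among reporter-positive cells, the mean share was 22.0%. The 2295 cells that this rule added had 1.96 CPM of Slamf1, 153 CPM of Cd48 and 10.7 CPM of Ly6a, near the 2.57, 205 and 14.1 CPM of other Lin-kit+ cells and far from the 40.1, 0.37 and 297 CPM of reporter-positive cells in the region. Procr was higher in the added cells, at 4.20 CPM against 1.98 in other Lin-kit+ cells, and stood at 146 CPM in the reporter-positive cells. For 97.1% of the added cells the nearest reporter-positive cell lay outside the region. Under the other clusterings the mean share stayed between 0.145% and 0.533%. By marker genes, 482 Lin-kit+ cells were HSC-like, and most of them lay outside the region, in a cluster whose Slamf1 and Cd48 levels were near those of other Lin-kit+ cells.

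Fgd5 transcripts were sparse. Their level was 6.00 CPM (exact Poisson interval 3.88 to 8.85) in the Fgd5+ and 10.2 CPM (6.36 to 15.4) in the HSC-Fgd5+ library, against 1.10, 1.71 and 1.25 CPM in the Lin-kit+ libraries, a log2 fold change of 1.94 (standard error 0.33, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At least 1 Fgd5 UMI was found in 3.15% of Fgd5+, 4.05% of HSC-Fgd5+ and 0.751% of Lin-kit+ cells. Each cell was also thinned to 1193 UMIs, which left out 52 HSC-Fgd5+ and 62 Lin-kit+ cells. The shares were then 1.26% (Wilson interval 0.686 to 2.31), 0.642% (0.219 to 1.87) and 0.191% (0.126 to 0.289). The HSC-Fgd5+ share rested on 3 cells at this depth. Its interval overlaps that of Lin-kit+ cells, while that of Fgd5+ cells does not. Of the 87 Lin-kit+ cells with a Fgd5 UMI, 0 lay in the region, which at 3 counts allows a share of up to 3.45%. The 21 Lin-kit+ cells in the region held 58207 UMIs (median 2316 per cell). At the level of reporter-positive region cells, 0.50 Fgd5 UMIs would be expected in them. Fgd5 in these 21 cells was thus not detectable at this depth, and the 0 does not tell them from HSCs. They had 258 CPM of Ly6a, 103 of Procr and 0 of Cd48, near the 297, 146 and 0.37 of reporter-positive region cells. Their Slamf1 stood at 0 CPM against 40.1 and their Mpo at 85.9 against 0.92. So small a total leaves these levels uncertain. The Lin-kit+ share did not stand out from the 0.884% in neutrophil-like cells (median 5570 UMIs) and the 0.688% in erythroid-like cells (median 3399 UMIs), the classes assumed to lack Fgd5, and is not read as expression. HSC-like Lin-kit+ cells (median 2769 UMIs) had a share of 1.04% and 3.35 CPM (1.09 to 7.81), with intervals that overlap those of both classes. From the place of the Fgd5+ cluster in a region with few Lin-kit+ cells, the paper reasons that the reporter is specific to HSCs and that HSCs are infrequent within the Lin-kit+ fraction.

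**Figure D2:**
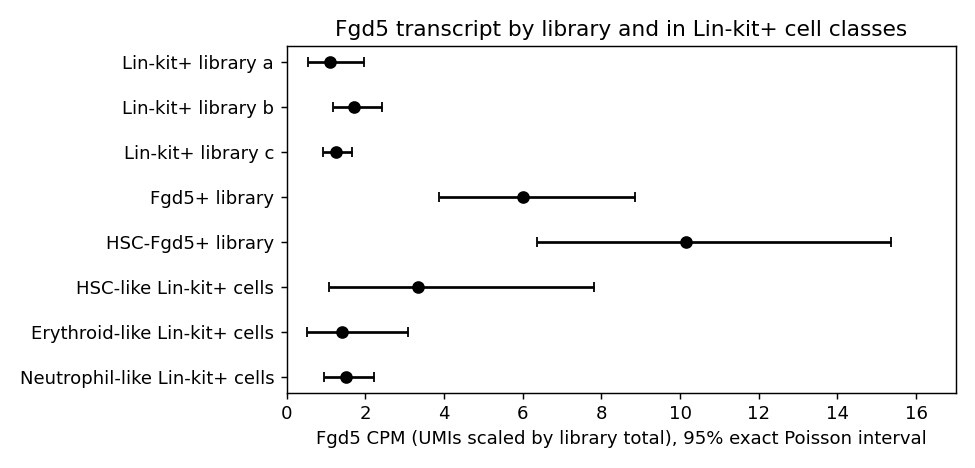
Fgd5 CPM (horizontal axis) in each of the 5 libraries and in 3 classes of Lin-kit+ cells (vertical axis), as points with 95% exact Poisson intervals. The Fgd5+ and HSC-Fgd5+ libraries sit at 6.00 and 10.2, above the intervals of the 3 Lin-kit+ libraries, and the HSC-like Lin-kit+ cells at 3.35 overlap both groups.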

**Figure 1.**
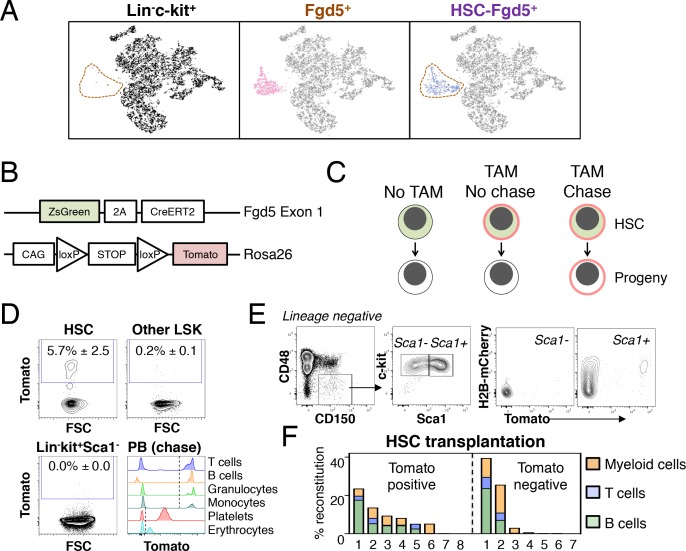
Fgd5-CreERT2 specifically labels HSCs and Fgd5-mediated label progresses throughout the hematopoietic system. (**A**) Lineage negative c-kit^+^ cells (Lin^-^c-kit^+^, left), lineage negative c-kit^+^ Fgd5^+^ cells (Fgd5^+^, middle) and lineage negative Fgd5^+^c-kit^+^Sca-1^+^CD150^+^CD48^-^ cells (HSC-Fgd5^+^, right) were isolated and subjected to single cell RNA-sequencing. The data was aggregated and visualized in a two-dimensional scatter plot after PCA and tSNE dimensionality reduction. Fgd5^+^ cells are highlighted in pink (middle), Lin^-^c-kit^+^ cells are highlighted in black (left plot) and HSC-Fgd5^+^ cells are highlighted in blue (right plot). The area that Fgd5^+^ cells occupy in relation to the transcriptomes of Lin^-^c-kit^+^ cells and HSC-Fgd5^+^ cells is marked by a dotted line (left and right plots). (**B**) Schematic representation of the *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* model. ZsGreen and CreERT2 are expressed from the Fgd5 locus and expression of a Tomato allele is driven by a CAG promoter from the Rosa26 locus and is preceded by a LoxP flanked STOP cassette. (**C**) Model description; HSCs selectively and continuously express ZsGreen in an Fgd5-dependent manner. Upon Tamoxifen (TAM) administration, HSCs express Tomato and expression of Tomato label is inherited by all progeny of Tomato-expressing HSCs. (**D**) Representative FACS plots showing Tomato label in BM HSPCs from *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice that were injected with Tamoxifen 48 hr prior to analysis. (D, lower right) Representative histograms depicting Tomato label in PB cells at various time points after the start of Tamoxifen administration from mice in Figure 3B (T cells 48 weeks, B cells 25 weeks, granulocytes and monocytes 8 weeks, platelets and erythrocytes 13 weeks). Numbers in FACS plots depict the mean % of Tomato labeled cells ± SD (n = 5) and dashed lines in histograms indicates the boundary for Tomato positivity. (**E**) FACS plots showing H2B-mCherry label retention and Tomato labeling in Lineage^-^c-kit^+^CD150^+^CD48^-^ and Sca1^+^ or Sca1^-^ cells from a representative mouse that had diluted H2B-mCherry label for 5 weeks and were injected with Tamoxifen 5 days prior to analysis (n = 3; 14–19 weeks old at analysis). (**F**) The fraction of donor-derived cells among different blood cell lineages was assessed in individual mice 16 weeks post-transplantation in recipients of 5 Tomato^+^ (n = 8) or 5 Tomato^-^ (n = 7) HSCs. Abbreviations: 2A, 2A self-cleaving peptide; CAG, CAG promoter; loxP, LoxP site.

**Figure 1—figure supplement 1.**
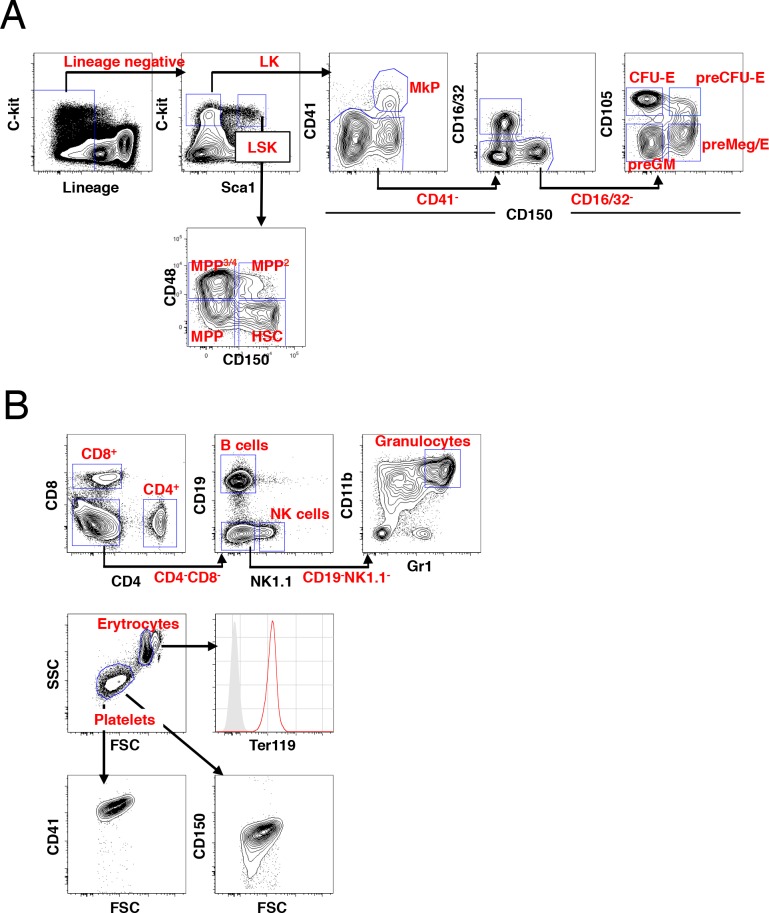
FACS gating strategies for identification of hematopoietic subsets. (**A**) The gating scheme for identification of HSCs/MPPs and myeloerythroid progenitors within the LSK and LK populations, respectively. (**B**) The gating scheme for identification of peripheral blood subsets. Red histogram display Ter119 expression in erythrocytes over an unlabeled control (grey histogram) and platelets identified by gating on scatter characteristics display expression of both CD41 and CD150.

We next generated a lineage tracing model by crossing *Fgd5^CreERT2/+^* mice to *Rosa26-Lox-Stop-Lox-Tomato* mice (hereafter *Rosa26^lsl-Tomato/+^*) (Figure 1B). In this model, HSCs can be identified based on ZsGreen expression, while Tamoxifen administration leads to irreversible and heritable Tomato labeling of HSCs and, over time, their offspring (Figure 1C). To confirm the model, we evaluated Tomato label in HSC and BM progenitor cells 48 hr after a single injection (1x) of Tamoxifen. This revealed labeling of a fraction of candidate HSCs, with virtually no labeling in other c-kit^+^ progenitor fractions (Figure 1D and Figure 1—figure supplement 1). This established HSC specific labeling and a relatively low differentiation rate of HSCs in steady state (Säwén et al., 2016; Wilson et al., 2008). To illustrate our ability to detect Tomato label in peripheral blood (PB) cells, we assessed Tomato expression in defined cell types from mice that had received Tamoxifen 8–48 weeks previously (Figure 1D, lower right). Complementary to immunophenotypic identification of initially labeled BM cells as HSCs (Figure 1D and data not shown), we evaluated the proliferation history of Tomato labeled HSPCs 5 days after a pulse of Tomato labeling by evaluation of transgenic H2B-mCherry label retention (Figure 1E) (Säwén et al., 2016). Among HSCs, this revealed a strong correlation between a restricted proliferative history and Tomato labeling. Of note, a single dose of Tamoxifen was insufficient to label all candidate Fgd5-expressing HSCs (Figure 1E and data not shown).

Finally, to corroborate that Tomato labeled phenotypic HSCs are bona fide HSCs, we injected mice with Tamoxifen and isolated candidate Tomato positive and negative HSCs 48 hr later. Sorted cells were transplanted at limiting dilution (5 cells/mouse). This revealed long-term multilineage reconstitution in 5/8 recipients transplanted with Tomato^+^ HSCs (Figure 1F).

### Fgd5-lineage tracing reveals that HSCs generate different types of hematopoietic progeny with distinct kinetics

Encouraged by the highly specific HSC label observed after Tamoxifen administration to *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice (Figure 1), we next set out to perform label tracing studies of hematopoietic generation from HSCs. For this, we labeled cohorts of *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice with one injection of Tamoxifen and chased groups of mice for different periods of time up to 83 weeks after labeling. At end point analyses, the fraction of Tomato^+^ cells was determined in various hematopoietic compartments to assess the HSC contribution to progenitor pools and mature blood cell subsets (Figure 1—figure supplement 1). The frequencies of Tomato^+^ cells for each investigated subset were next related to the fraction of Tomato labeled HSCs (Figure 2A, mean 13% ± 9%) in individual mice (Figure 2B, and Figure 2—figure supplement 1). The fraction of labeled HSCs was generally higher in mice analyzed beyond 4 days of chase compared to mice analyzed after shorter chase periods. However, no further increase in HSC labeling was noted after longer periods of chase (Figure 2A).

**Figure 2.**
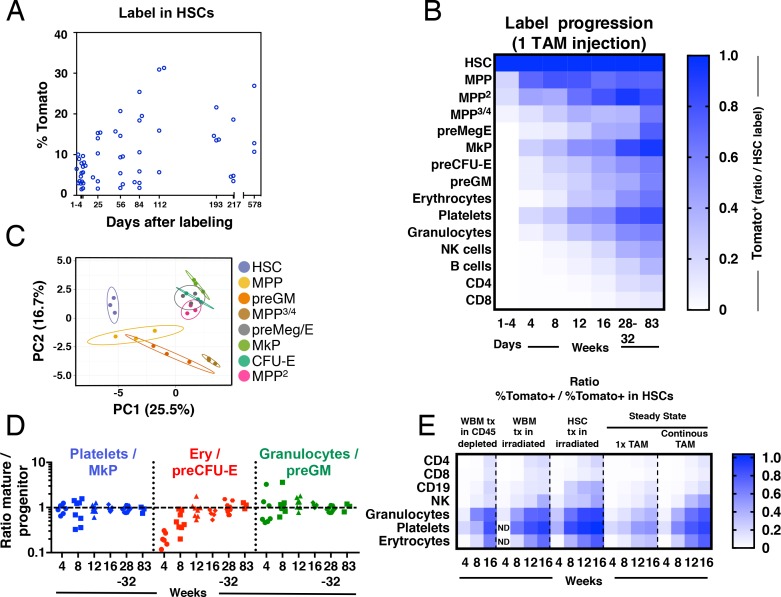
Fgd5-CreERT2 mediated lineage tracing reveals robust HSC contribution with distinct kinetics into hematopoietic cell subsets in steady state and after transplantation. Cohorts of *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice were chased for up to 83 weeks after receiving one Tamoxifen injection before endpoint analysis of the % of Tomato^+^ cells in HSCs (**A**) and hematopoietic progenitor and PB cell subsets (**B**). The fraction of Tomato^+^ cells in each indicated hematopoietic cell subset was divided by the % Tomato label in HSCs in corresponding mice to determine the ratio of Tomato^+^ cells relative to HSCs in individual mice. The average ratio is plotted according to time after the Tamoxifen (TAM) injection and displayed in a heat map format. Mice were analyzed at 1–4 days (n = 18) and at 4 (n = 7), 8 (n = 8), 12 (n = 8), 16 (n = 4), 28 (n = 4), 32 (n = 5) and 83 (n = 3) weeks after the Tamoxifen injection. All mice were between 5 and 11 weeks old at the time of Tamoxifen injection. (**C**) PCA plot of multiplexed qRT-PCR data for 48 genes from triplicates of 10 cells from each of the indicated populations. Ellipses show an area where a new observation from the same group would position itself with a probability of 0.95. Numbers indicate the % of variance in the total data set that the respective PC explains. (**D**) For individual animals, the % of Tomato^+^ cells in PB cell types was divided by the % of Tomato^+^ cells in the indicated progenitor cell types and this value was plotted according to the duration of the chase period. Symbols represent individual mice (number of mice analyzed as in A and B). A dashed line is drawn to indicate an equilibrium-ratio of 1. (**E**) Ratios calculated as in B and plotted according to the number of weeks after transplantation or after the start of Tamoxifen administration for steady state/native mice (n = 3 for WBM tx in CD45 depleted, n = 5 for WBM tx in irradiated, n = 11 for HSC tx in irradiated, n = 4–8 for 1x TAM, n = 4–9 for continous TAM). All *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice/cells were between 5 and 11 weeks old at the time of Tamoxifen administration or when used as cell donors for transplantation.

**Figure 2—figure supplement 1.**
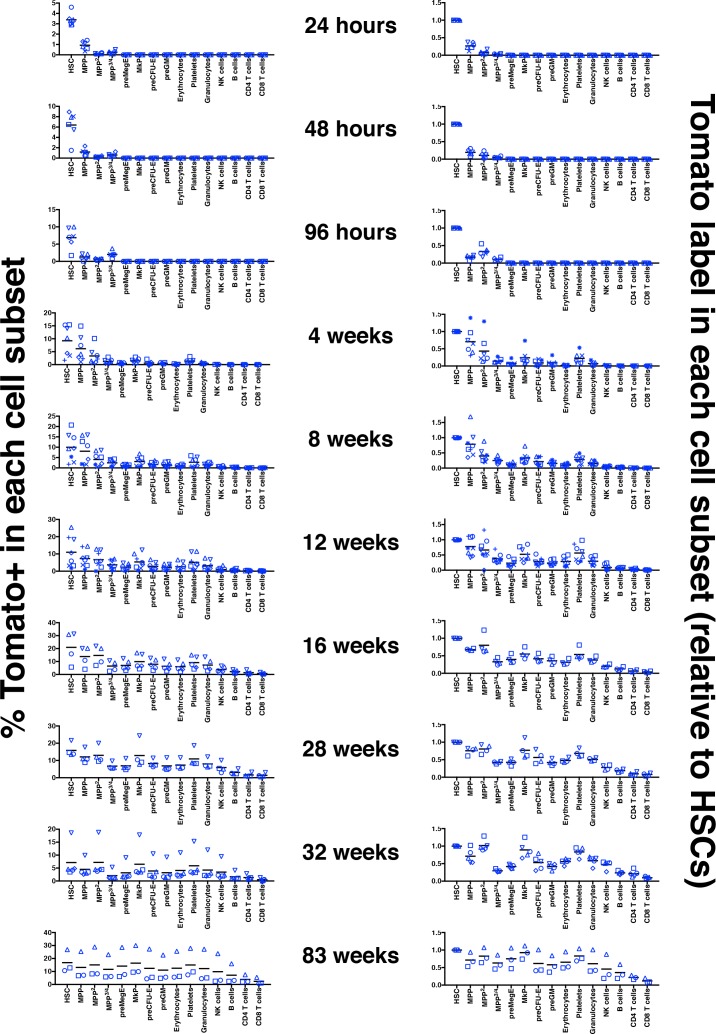
Label induction and progression in 1x Tamoxifen treated adult *Fgd5^CreERT2/+^*; *Rosa26^lsl-Tomato/+^* mice. *Left column*: percentages of Tomato^+^ cells among the indicated hematopoietic subsets in bone marrow and peripheral blood at the indicated time after a single Tamoxifen injection. *Right column*: ratio of the % of Tomato^+^ cells in the indicated hematopoietic cell subsets relative to the % of Tomato^+^ HSCs in corresponding mice. Mice were analyzed 24 hr (n = 6), 48 hr (n = 6), 96 hr (n = 6), 4 w (n = 7), 8 w (n = 8), 12 w (n = 8), 16 w (n = 4), 28 w (n = 4), 32 w (n = 5) and 83 w (n = 3) after Tamoxifen injection. Cohorts of mice were injected with Tamoxifen in five different experiments. Symbols indicate individual mice and bars indicate the mean Tomato level at each time point evaluated.

**Figure 2—figure supplement 2.**
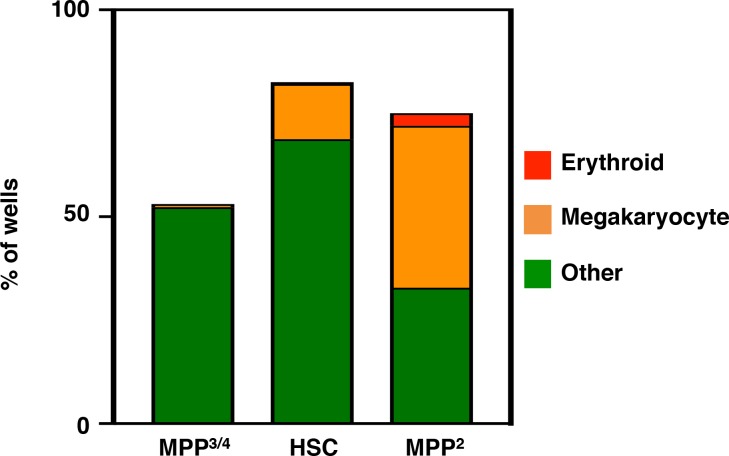
In vitro differentiation potential of LSK HSPCs. Single GMLPs (n = 279), HSCs (n = 240) and LSKCD150^+^CD48^+^ cells (n = 460) were seeded into Terasaki wells and cultured for 6 days before scoring wells for erythroid cells and megakaryocytes by microscopic evaluation. The % of wells containing erythroid cells (red), megakaryocytes (orange) or cells other than erythroid or megakaryocytes (green) are plotted in filled bars from the different indicated cells evaluated.

First, we investigated Tomato label progression into the immature lineage negative, Sca-1 positive and c-kit positive (LSK) compartment, fractionated further using the Slam markers CD48 and CD150 (Kiel et al., 2005) (Figure 2B and Figure 1—figure supplement 1). We used this approach to identify HSCs (LSKCD150^+^CD48^-^) and different multipotent progenitor fractions (MPPs: LSKCD150^-^CD48^-^, MPP^2^: LSKCD150^+^CD48^+^, MPP^3/4^: LSKCD150^-^CD48^+^).

LSKCD150^-^CD48^-^ MPPs are immature multipotent progenitors distinguished from HSCs by their limited self-renewal potential (Kiel et al., 2005; Kiel et al., 2008; Ugale et al., 2014). Of the evaluated progenitor subsets in our work, this subset was generated from HSCs with the fastest kinetics, with near equilibrium to HSC label reached already by 4 weeks (Figure 2B).

MPP^2^ cells represent a rare subset of cells with more undefined lineage/developmental affiliations. This prompted us to first elucidate their developmental potential. First, we aimed to place these cells within a transcriptional framework established by other, more established, hematopoietic progenitors. For this, we obtained gene expression data from a panel of defined stem and progenitor cells and MPP^2^ cells using a multiplexed qRT-PCR approach for 48 genes, selected to include cell surface markers, cell cycle regulators and transcription factors associated with hematopoiesis (Supplementary file 2). Visualization of this data using PCA revealed that MPP^2^ cells clustered closely to Meg/E progenitors (Figure 2C). Consistent with a close association to the Meg/E lineages, short-term (6 days) culture experiments revealed a more robust generation of both megakaryocyte and erythroid containing colonies from MPP^2^s compared to other LSK subsets (Figure 2—figure supplement 2). When investigating Tomato label progression, MPP^2^ cells reached label equilibrium with HSCs after 32 weeks in 1x injected mice (Figure 2B).

MPP^3/4^ cells lack, for the most part, Meg/E lineage potential (Adolfsson et al., 2005; Arinobu et al., 2007; Pietras et al., 2015; Pronk et al., 2007). MPP^3/4^ cells acquired Tomato label with much slower kinetics compared to other LSK fractions (Figure 2B).

Of the distinct progenitor fractions within the Lin^-^kit^+^ fraction (Figure 1—figure supplement 1A), megakaryocyte progenitors (MkP) acquired label with the fastest kinetics, reaching label equilibrium with HSCs after 32 weeks. Other myeloerythroid progenitors, including pre-megakaryocytic/erythroid (preMeg/E), pre-colony forming unit-erythroid (pre CFU-E) and pre-granulocyte-macrophage (preGM) progenitors acquired Tomato label with very similar kinetics despite their distinct lineage affiliations, although they never quite reached an equilibrium with HSCs throughout the course of the experiments (Figure 2B and Figure 2—figure supplement 1).

Mature effector cells represent the terminal progeny of HSCs. We observed distinct generation kinetics for different lineages (Figure 2B). First, we made the general observation that myeloerythroid cells acquired label more rapidly than lymphoid cells. Among the myeloid subsets, platelets acquired Tomato label with the fastest kinetics, followed by granulocytes and erythrocytes. Among lymphoid cell types, NK cells displayed faster labeling kinetics followed by B cells. T cells showed the slowest labeling kinetics among lymphoid cells and CD4^+^ T cells acquired label faster than CD8^+^ T cells (Figure 2B). Because the frequency of Tomato^+^ cells increased over time in all evaluated lineages, this data demonstrate a continuous contribution of HSCs to all hematopoietic lineages.

While multiple studies have defined populations of hematopoietic progenitors that associate with distinct developmental and/or stages of differentiation (Bryder et al., 2006), it is unknown whether such described progenitors are obligatory intermediates and/or their quantitative association relative to their anticipated mature offspring. Therefore, we interrogated the relationships between the rates of (re)generation of candidate committed myeloerythroid progenitors to those of their proposed mature cell lineage. At the earliest time points evaluated, we observed for all evaluated fractions a higher label in their corresponding progenitors (Figure 2D). However, this was resolved during the course of the experiments and reached similar equilibrium ratios for all evaluated lineages, although the erythroid lineage displayed somewhat slower kinetics (Figure 2D). Collectively, these experiments are in line with the view that progenitor generation precedes the generation of mature cells and that previously proposed progenitors appears to be, at least for the most part, obligatory intermediates.

Hematopoiesis after transplantation of HSCs is fundamentally different from unperturbed hematopoiesis (Busch et al., 2015; Sun et al., 2014). However, to what extent the pre-conditioning regimen and co-transplantation of mature cells and progenitors influence on hematopoiesis from HSCs is less established. Therefore, we next transplanted wild type recipient mice on continuous Tamoxifen diet with purified *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* HSCs or WBM cells. Here, recipient mice were pre-conditioned by either lethal irradiation or antibody mediated CD45-depletion (Palchaudhuri et al., 2016). Due to the HSC specificity of the model, this approach allowed us to monitor the kinetics of the HSC contribution to all lineages after transplantation and compare it to the HSC contribution in steady state (Figure 2E). Compared to steady state, label progression in transplanted mice were faster (Figure 2E). When label progression kinetics was compared between HSC and WBM transplanted animals, HSC transplantation resulted in faster label progression, especially into the B cell lineage (Figure 2E). This likely reflects a significant contribution to the regeneration of the B cell lineage by co-transplanted long-lived B-lineage progenitors and mature cells after WBM transplantation. Comparison of label progression after WBM transplantation into irradiated or non-irradiated/antibody-mediated conditioned recipient mice revealed similar label progression kinetics into most mature lineages, with the exception of platelets that displayed a faster label progression in irradiated mice. This suggests that progenitors for platelets are more effectively ablated by irradiation than antibody-mediated pre-conditioning.

### Fgd5-mediated HSC lineage tracing corroborates the fetal/juvenile origin of Langerhans cells, B1a B cells and brain microglial cells

While a labeling regimen of one Tamoxifen injection allows for accurate kinetic evaluations (Figure 2A–B,D), this experimental strategy labels only a fraction of HSCs (Figure 1E and Figure 2A) and thus necessitates correlation of label in HSCs to other evaluated cell subsets (Busch et al., 2015) (Figure 2B). If the original HSC label is low, this might as a consequence not allow for evaluation of the activity of the entire pool of HSCs.

To explore whether we could label the HSC pool more extensively, *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice were fed Tamoxifen containing food pellets for 16 weeks. To rule out adverse effects of prolonged Tamoxifen treatment on HSC proliferation, these experiments were preceded by a control label retaining experiment using *Col1a1^tetO-H2B-mCherry/tetO-H2B-mCherry^; ROSA26^rtTA/rtT^* mice (Säwén et al., 2016). Following H2B-mCherry induction with Doxycycline, mice were chased for 5 weeks in the presence or absence of Tamoxifen. Prolonged Tamoxifen treatment did not induce any additional proliferation within the HSC compartment, while more differentiated progenitors had readily proliferated in both settings (Figure 3A).

**Figure 3.**
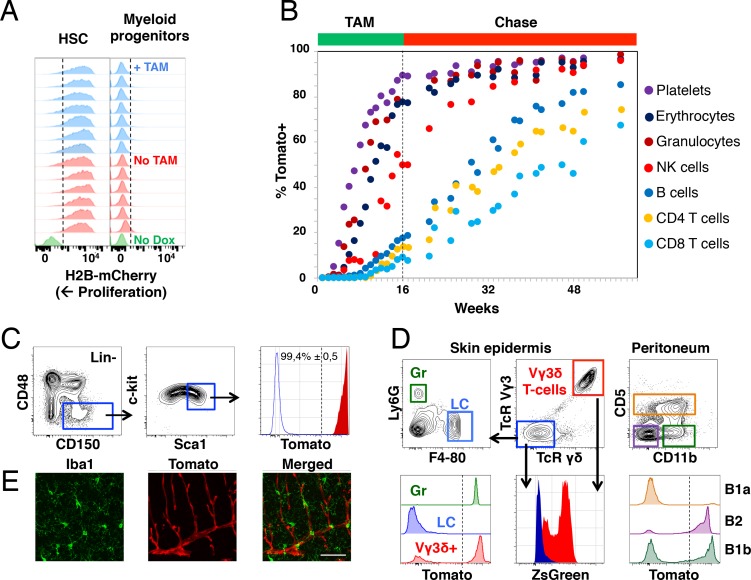
Fgd5-mediated lineage tracing after complete HSC labeling reveals limited adult HSCs contribution to tissue-resident immune cell subsets. (**A**) H2B-mCherry label retention in HSCs and myeloid progenitors after 5 weeks of chase in mice continuously fed Tamoxifen (TAM) containing food (blue histograms, n = 7) or normal food (red histograms, n = 6) during the chase period. Green histograms depict an unlabeled control. Dashed lines indicate the boundary for H2B-mCherry positivity. Lineage negative c-kit^+^Sca1^-^ cells are denoted as myeloid progenitors. (**B**) Cohorts of *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice were continuously fed Tamoxifen food for 16 weeks (TAM phase) and thereafter normal chow during a chase phase of 32 weeks (n = 5) or 41 weeks (n = 4). During the TAM and chase phases, PB was regularly analyzed for Tomato label in the indicated subsets. Data points indicate the average % of Tomato label in each indicated subset. (**C–E**) Endpoint analysis, after 41 weeks chase, in mice from Figure 3B (n = 3). (**C**) Representative FACS plots showing the gating strategy to identify HSCs in lineage negative BM cells (left, middle) and depiction of the Tomato label in HSCs (right, red histogram) compared to an unlabeled control (blue histogram). Dashed line indicates the boundary for Tomato positivity, arrows indicate the gating strategy. (**D**) Representative FACS plots of cells isolated from skin tissue (epidermis) or the peritoneal cavity. Histograms show Tomato label (bottom left and right) or ZsGreen label (bottom middle) in the indicated subsets. Dashed line indicate the boundary for Tomato positivity, arrows indicate the gating hierarchy, gates and corresponding histograms are color matched. (**E**) Representative confocal images of the brain. (Left) IBA1 positive cells (green) are not labeled with Tomato (red, middle) while blood vessels are labeled with Tomato (middle). (Right) Merged images display both IBA1 staining and Tomato label. Scale bar = 50 μm. Mice in B-E were 5–6 weeks old at the start of Tamoxifen administration.

The 16 weeks labeling period was followed by an extensive (up to 41 weeks) chase period, during which mice received normal chow (Figure 3B). This labeling strategy resulted in labeling of virtually all candidate HSCs (Figure 3C). The blood of labeled mice was analyzed regularly to determine the fraction of Tomato^+^ cells in PB cell subsets (Figure 1—figure supplement 1B). Similar to after 1x Tamoxifen labeling, we observed robust label progression into all PB cell subsets, with similar kinetics in between different lineages (Figure 3B). However, a more complete HSC labeling resulted in a somewhat faster and more robust label progression into all PB cell subsets compared to 1x Tamoxifen labeling (Figure 2E). This was most evident for the lymphoid lineages, where the majority of PB cells had been generated from HSCs at the experiment end point upon prolonged Tamoxifen administration, whereas the ratio of labeled lymphocytes vs. labeled HSCs was low (>0,5) even after 83 weeks of chase in 1x Tamoxifen labeled mice (Figure 2B, Figure 2E and Figure 3B).

From endpoint mice in which the pool of HSCs was almost completely labeled (Figure 3C), we next interrogated the skin epidermis for Tomato^+^ contribution to granulocytes and Langerhans cells. Granulocytes were almost completely Tomato positive, while Langerhans cells were devoid of label (Figure 3D, lower left), in line with the fetal origin and self-maintenance of the latter cells (Collin and Milne, 2016). Next, we interrogated Tomato expression in Vγ3δ^+^ T cells, an established fetal derived T cell subset (Havran and Allison, 1990). To our surprise, this revealed robust Tomato labeling of Vγ3δ^+^ T cells (Figure 3D, lower left). However, closer examination revealed high expression of ZsGreen in these cells (Figure 3B, lower middle). Therefore, rather than establishing adult contribution to this lineage, these experiments established Fgd5-CreERT2 transgene expression in Vγ3δ^+^ T cells.

B1a B cells represent an invariant subtype of B cells with a fetal origin that is primarily located in the peritoneum (Hayakawa et al., 1985), where they co-exists with more traditional B1b and B2 B cells in adult mice. While less than 10% of B1a B cells displayed Tomato label, around 50% of B1b B cells and the vast majority of B2 B cells (Figure 3D right) were Tomato^+^ (comparable to levels in PB). This is in line with a more strict fetal/postnatal origin of B1a B cells, the ontogenically mixed origin of B1b B cells (Kantor et al., 1995) and an adult HSC origin of most B2 B cells.

Finally, we investigated adult HSC contribution to microglial cells of the brain, a subset of central nervous system myeloid cells that has been proposed to arise entirely from embryonic precursor cells (Alliot et al., 1999). Evaluations by confocal microscopy of the brain parenchyma revealed no detectable Tomato expression in IBA-1^+^ microglia (Figure 3E), while Fgd5 expressing endothelial cells (Cheng et al., 2012; Gazit et al., 2014) displayed abundant Tomato expression (Figure 3E middle).

### Native hematopoiesis from HSCs declines with aging

We next set out to investigate how chronological aging influence on HSC contribution to hematopoiesis. To achieve rapid and robust labeling of HSCs, we labeled juvenile and aged *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice by injecting Tamoxifen for five consecutive days (5x). Labeling was followed by evaluation of the fraction of Tomato positive cells in HSC and MPP fractions of the BM LSK compartment one day after the last Tamoxifen injection.

In aged mice, the initial labeling was highly specific to HSCs, with only low levels of labeling in MPP^2^ cells. In sharp contrast, a larger fraction of LSKCD150^-^CD48^-^ MPPs were labeled in juvenile mice (Figure 4A). Next, we correlated how increasing age influences on the HSC generation of other LSK/MPP subsets. *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice between 6 and 96 weeks of age were labeled using a 5x Tamoxifen injection scheme, before evaluation of Tomato label in HSCs/MPP^2-4^21 days later. Ratios of the fraction of labeled MPPs vs. labeled HSCs in corresponding mice was calculated and plotted against mouse age at labeling (Figure 4B). This established that label progression into all MPP subsets in aged mice was substantially lower when compared to young adult mice and further revealed that the HSC contribution to MPPs and MPP^3/4^s gradually declines with age towards very little replenishment of in particular MPP^3/4^ in very old age (Figure 4B).

**Figure 4.**
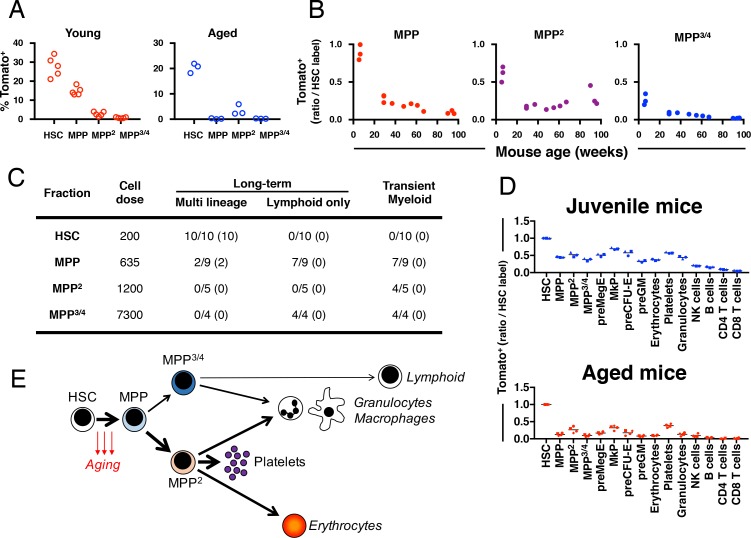
Fgd5 mediate lineage tracing reveals gradually declining HSC contribution to hematopoiesis with age. (**A**) Cohorts of aged (11–12 months; n = 3) or young (23–25 days; n = 5,) *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice were injected with Tamoxifen 5 times on consecutive days and analyzed for Tomato label in LSK-HSPCs on day 6. Bars indicate median %. (**B**) *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice were injected with Tamoxifen for 5 consecutive days and analyzed for Tomato label in LSK-HSPCs 21 days later. The % of Tomato^+^ cells in MPP^2-4^ was divided by the % of Tomato^+^ HSCs in corresponding mice to determine the ratio of Tomato^+^ cells relative to HSCs. Ratios are plotted according to the age of mice at the time of Tamoxifen injection. (**C**) Indicated LSK subsets were isolated from *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice and transplanted into WT mice on continuous Tamoxifen. Multilineage hematopoiesis and Tomato contribution was assed in PB 4, 8, 12 and 16 weeks after transplantation. Values in parenthesis indicate the number of mice with Tomato^+^ offspring. (**D**) Young (29 days; n = 3) and old (16 months; n = 4) *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice were injected once with Tamoxifen and analyzed for Tomato label 18 weeks later. The % of Tomato^+^ cells in each indicated cell type was divided by the % of Tomato^+^ HSCs in corresponding mice to determine the ratio of Tomato^+^ cells relative to HSCs. (**E**) Model depicting HSC contribution to native hematopoiesis. Arrow weights and arrow lengths indicate the magnitude and the kinetics of HSC contribution to the indicated cell type respectively. The declining HSC contribution to hematopoiesis with age can be traced to a reduced differentiation of HSCs to MPPs (red arrows).

**Figure 4—figure supplement 1.**
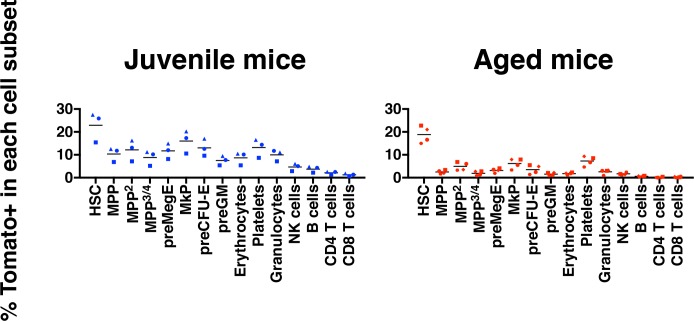
Aging associates with reduced multilineage HSC contribution. The percentages of Tomato^+^ cells among the indicated hematopoietic cells in bone marrow and peripheral blood 18 weeks following injection of Tamoxifen.

To evaluate the functional potential of initially Tomato-labeled MPPs, we FACS sorted HSCs and different MPP subsets isolated from non-labeled *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice and transplanted cells into lethally irradiated wild type mice. Recipient mice were provided Tamoxifen containing food pellets throughout the experiment. We analyzed donor chimerism and Tomato labeled PB cells after repetitive PB blood sampling. As expected, we did not observe any multilineage long-term reconstitution or Tomato^+^ cells in MPP^2^/MPP^3/4^ transplanted mice (Figure 4C). 10 out of 10 HSC transplanted mice were multi lineage reconstituted at 16 weeks post transplantation with high levels of Tomato^+^ donor cells in all evaluated lineages (Figure 4C). More surprisingly 2 out of 9 MPP transplanted mice displayed donor reconstitution levels > 1% in all lineages 16 weeks after transplantation (Figure 4C). This long-term multilineage reconstitution potential from MPPs was accompanied with robust Tomato labeling among donor cells and revealed that Tomato labeled phenotypic MPPs perform as bona fide HSCs after transplantation (Figure 4C). By contrast, mice that received MPP cells and displayed only transient myeloid reconstitution never displayed any Tomato^+^ cells. This demonstrates, in young mice, the presence of a minor CD150^-^ HSC activity that appears exclusively coupled to Fgd5 expression.

Finally, we were interested in determining whether the age-related decrease in HSC derived MPPs might influence on the generation kinetics of lineage-restricted progenitors and mature blood cells. For this, we labeled juvenile (29 days) and aged (87–89 weeks) *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice with 1x Tamoxifen, which was followed by evaluation of label progression after 18 weeks (Figure 4D and Figure 4—figure supplement 1). While the frequency of Tomato labeled HSCs was similar among the two groups (Figure 4—figure supplement 1), all progeny exhibited reduced frequencies of Tomato labeled cells in aged mice, demonstrating a strikingly reduced multilineage differentiation capacity of HSCs as a consequence of age.

## Discussion

In this work, we explored the cellular contribution from HSCs using a HSC-specific lineage tracing approach. Our work revealed robust HSC contribution to adult multilineage hematopoiesis and, while not focused at studying fetal hematopoiesis, support the previously reported fetal/juvenile origins of several other specific hematopoietic subsets. We observed the fastest label progression into the platelet lineage, which might be related to the recent observations that at least a subset of HSCs appears platelet-biased (Sanjuan-Pla et al., 2013; Shin et al., 2014). Thereafter, erythrocytes and granulocytes acquired label with similar kinetics, although Tomato^+^ erythrocytes emerged in the peripheral blood somewhat later than granulocytes. This likely reflects the slower turnover of mature erythrocytes compared to other myeloid cells. On the other hand, among granulocytes, we did not find any noticeable differences when evaluating HSC contribution to the neutrophil or eosinophil lineages (data not shown), despite the seemingly distinct transcriptional underpinnings of these lineages (Drissen et al., 2016).

Among lymphocytes, the HSC contribution was most rapid and robust to the NK cell lineage. At present, we can say little on whether this reflects an early and distinct progenitor intermediate for NK cells (Wu et al., 2014) or whether NK cells are, at least partially, regenerated through myeloid progenitors (Chen et al., 2015; Grzywacz et al., 2011). While the extremely slow HSC generation of adaptive immune components (and T cells in particular) have implications for our understanding of HSCs, by proposing that adult HSCs to a large extent present as myeloid-biased in an unperturbed scenario, our results also suggest the necessity of very harsh conditioning to achieve an ‘immunological reboot’ (the generation of naïve lymphocytes) in certain autoimmune situations (Atkins et al., 2016).

According to current models of hematopoiesis, lineage committed progenitors reside developmentally in between HSCs and their mature progeny, and much work has been aimed at detailing these stages (Adolfsson et al., 2005; Akashi et al., 2000; Arinobu et al., 2007; Oguro et al., 2013; Pietras et al., 2015; Pronk et al., 2007). What has remained more unknown is the relationships of these defined progenitors not only to HSCs and their mature offspring, but also whether they are obligatory. In our work, we could demonstrate that the generation rates of each evaluated myeloid progenitor subset correlated highly to their corresponding mature offspring, although the generation kinetics varied depending on lineage. Thus, although some challenges have recently been raised on how lineage commitment occur from HSCs based on inferences from large-scale single-cell RNA sequencing experiments (Paul et al., 2015; Velten et al., 2017), our data support the more conventional view that the generation of mature myeloid cells is preceded by the generation of obligatory lineage-committed intermediates.

Investigations of immature progenitors revealed that the most rapid label progression associated with LSKCD150^-^CD48^-^ MPPs. MPPs share many defining properties of HSCs, including multilineage differentiation potential and very low proliferation rates in steady state (Säwén et al., 2016). The distinction of MPPs from HSCs is mainly thought to result from pronounced differences in self-renewal; a property so far entirely evaluated by transplantation. Intriguingly, our work revealed that LSKCD150^-^CD48^-^ MPPs displayed more rapid label kinetics in young mice, which was gradually declining with advancing age. At the same time, we could in agreement with previous studies (Weksberg et al., 2008) also demonstrate a minor multilineage HSC activity in this compartment, which correlated exclusively to Fgd5 expression/Tomato labeling. Together with an overall decline in multilineage HSC contribution of aged mice, these results strongly propose a model in which aging associates with reduced/compromised HSC differentiation, which in combination with the well-established expansion of HSCs with age (Morrison et al., 1996; Rossi et al., 2005; Sudo et al., 2000) appears to represent a physiologically relevant compensatory mechanisms to sustain multilineage hematopoiesis from HSCs (Figure 4E).

Compared to MPPs, MPP^3/4^ are perhaps easier to approach given their restrictions in lineage potential (lack of Meg/E potential) (Adolfsson et al., 2005; Arinobu et al., 2007; Pietras et al., 2015; Pronk et al., 2007). We found MPP^3/4^ to be regenerated from HSCs with slow kinetics compared to other downstream myeloid progenitor cells, but also to MPP^2^ cells, that we in agreement with other studies (Pietras et al., 2015) find ‘primed’ towards Meg/E development. Intriguingly, our data proposes a significant self-renewal activity of at least a subset of MPP^3/4^, with the demonstration that this fraction never reached label equilibrium with HSCs in any evaluated experimental setting. This might be particularly relevant in the setting of age, a situation in which HSC was found to generate MPP^3/4^ very inefficiently (Figure 4E).

While limited, a few groups have recently approached HSC contribution to native hematopoiesis. Evaluations of hematopoiesis using transposon mobilization led to the conclusion that HSCs are not major contributors to adult hematopoiesis (Sun et al., 2014). To some degree, this conclusion was later corroborated by CreER-mediated labeling of a minor fraction of the adult HSC pool using a Tie2-based CreER driver (Busch et al., 2015). Limited HSC contribution to adult hematopoiesis is in sharp contrast to the results we present here and to results from another recent study (Sawai et al., 2016). Our studies would propose that absence of a HSC specific driver, as in the work from Sun et al., makes interpretations of HSC contribution very complicated, not the least for the lymphoid lineages, while the labeling of only a minor fraction of HSCs, as in the work from Busch et al., might select for a subset of HSCs with a rather distinct functional behavior.

In summary, we conclude that although the study of native hematopoiesis highlights fundamental differences, with in particular slower regeneration times from HSCs to those seen after transplantation, they regardless corroborate decades of research derived from transplantation experiments in which HSCs has been proposed to continuously contribute to hematopoiesis.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (M. musculus)	*Fgd5-CreERT2*	PMID:24958848	RRID:IMSR_JAX:027789	
Strain, strain background (M. musculus)	*Rosa26-rtTA;* *Col1a1-tetO-* *H2B-mCherry*	PMID:17554301	RRID:IMSR_JAX:014602	
Strain, strain background (M. musculus)	*Rosa26-* *Lox-Stop-* *Lox-Tomato*	PMID:20023653	RRID:IMSR_JAX:007905	
Antibody	B220 PECy5	Biolegend	RRID:AB_312994	(1:400)
	Clone: RA3-6B2			
Antibody	B220 biotin	Biolegend	RRID:AB_312989	(1:200)
	Clone: RA3-6B2			
Antibody	B220 APC	Biolegend	RRID:AB_312997	(1:400)
	Clone: RA3-6B2			
Antibody	CD105 PECy7	Biolegend	RRID:AB_1027700	(1:200)
	Clone: MJ7/18			
Antibody	CD115 BV605	Biolegend	RRID:AB_2562760	(1:200)
	Clone: CSF-1R			
Antibody	CD11b PECy5	Biolegend	RRID:AB_312793	(1:400)
	Clone: M1/70			
Antibody	CD11b biotin	Biolegend	RRID:AB_312787	(1:200)
	Clone: M1/70			
Antibody	CD11b APC	Biolegend	RRID:AB_312795	(1:800)
	Clone: M1/70			
Antibody	CD11b APC-Cy7	Biolegend	RRID:AB_830641	(1:200)
	Clone: M1/70			
Antibody	CD11c BV570	Biolegend	RRID:AB_10900261	(1:200)
	Clone: N418			
Antibody	CD150 APC	Biolegend	RRID:AB_493460	(1:400)
	Clone: TC15-12F12.2			
Antibody	CD150 PE	Biolegend	RRID:AB_313683	(1:200)
	Clone: TC15-12F12.2			
Antibody	CD16/32 AL700	eBioscience	RRID:AB_493994	(1:100)
	Clone: 93			
Antibody	CD19 PECy7	eBioscience	RRID:AB_657663	(1:200)
	Clone: 1D3			
Antibody	CD19 BV-786	BD-Horizon	RRID:AB_2738141	(1:200)
	Clone: 1D3			
Antibody	CD25 APC	eBioscience	RRID:AB_469366	(1:100)
	Clone: PC 61.5			
Antibody	CD31 PerCpCy5.5	Biolegend	RRID:AB_2566761	(1:200)
	Clone: MEC13.3			
Antibody	CD3e PECy5	Biolegend	RRID:AB_312675	(1:400)
	Clone: 145–2 C11			
Antibody	CD3e biotin	Biolegend	RRID:AB_2563947	(1:200)
	Clone: 17A2			
Antibody	CD3 AL700	Biolegend	RRID:AB_493697	(1:200)
	Clone: 17A2			
Antibody	CD4 BV711	Biolegend	RRID:AB_2562607	(1:200)
	Clone: RM4-5			
Antibody	CD4 APC eFl780	eBioscience	RRID:AB_1272219	(1:200)
	Clone: RM4-5			
Antibody	CD41 PerCP-eFl710	eBioscience	RRID:AB_10855042	(1:200)
	Clone: MWReg30			
Antibody	CD45.1 AL700	Biolegend	RRID:AB_493733	(1:200)
	Clone: A20			
Antibody	CD45.2 PECy7	Biolegend	RRID:AB_1186098	(1:200)
	Clone: 104			
Antibody	CD45.2 PE/ Dazzle	Biolegend	RRID:AB_2564177	(1:200)
	Clone: 104			
Antibody	CD45.2 BV785	Sony	RRID:AB_2562604	(1:200)
	Clone: 104			
Antibody	CD45.2 biotin	Biolegend	RRID:AB_313441	(1:200)
	Clone: 104			
Antibody	CD48 PECy7	Biolegend	RRID:AB_2075049	(1:200)
	Clone: HM48-1			
Antibody	CD48 AL700	Biolegend	RRID:AB_10612755	(1:200)
	Clone: HM48-1			
Antibody	CD5 BV-421	BD-Horizon	RRID:AB_2737758	(1:200)
	Clone: 53–7.3			
Antibody	CD8 PerCpCy5.5	Sony	RRID:AB_2075239	(1:200)
	Clone: 53–6.7			
Antibody	c-kit APCeFl780	eBioscience	RRID:AB_1272177	(1:200)
	Clone: 2B8			
Antibody	c-kit APC	Biolegend	RRID:AB_313221	(1:100)
	Clone: 2B8			
Antibody	F4/80 BV421	Biolegend	RRID:AB_11203717	(1:200)
	Clone: BM8			
Antibody	Flt3 biotin	eBioscience	RRID:AB_466600	(1:200)
	Clone: AZF10			
Antibody	Gr1 PECy5	Biolegend	RRID:AB_313375	(1:400)
	Clone: RB6-8C5			
Antibody	Gr1 FITC	BD PH	RRID:AB_394643	(1:400)
	Clone: RB6-8C5			
Antibody	Gr1 biotin	Biolegend	RRID:AB_313369	(1:200)
	Clone: RB6-8C5			
Antibody	Gr1 BV711	Sony	RRID:AB_2562549	(1:200)
	Clone: RB6-8C5			
Antibody	IL7Ra BV510	Sony	RRID:AB_2564576	(1:200)
	Clone: A7R34			
Antibody	Ly6G APC/Fire750	Biolegend	RRID:AB_2616733	(1:200)
	Clone: 1A8			
Antibody	NK1.1 PECy5	Biolegend	RRID:AB_493591	(1:400)
	Clone: PK136			
Antibody	NK1.1 Pacific Blue	Biolegend	RRID:AB_2132712	(1:200)
	Clone: PK136			
Antibody	Sca1 Pacific Blue	Biolegend	RRID:AB_2143237	(1:200)
	Clone: E13-161.7			
Antibody	TcR Vγ3 APC	Biolegend	RRID:AB_10895900	(1:200)
	Clone: 536			
Antibody	TcR γ/δ BV605	Biolegend	RRID:AB_2563356	(1:200)
	Clone: GL3			
Antibody	Ter119 PECy5	Biolegend	RRID:AB_313711	(1:400)
	Clone: Ter-119			
Antibody	Ter119 biotin	Biolegend	RRID:AB_313705	(1:200)
	Clone: Ter-119			
Antibody	Ter119 PerCpCy5.5	Biolegend	RRID:AB_893636	(1:200)
	Clone: Ter-119			
Peptide, recombinant protein	Streptavidin BV605	Biolegend		(1:400)
Peptide, recombinant protein	Streptavidin- Saporin	PMID: 27272386 Advanced Targeting Systems		
Chemical compound, drug	Tamoxifen	Sigma- Aldrich	I.p. 50 mg/kg	
Chemical compound, drug	Doxycycline	Ssniff Spezialdiäten	Food 2 g/kg	
Chemical compound, drug	Tamoxifen	Ssniff Spezialdiäten	Food 400 mg/kg Tamoxifen Citrate	
Software, algorithm	Flowjo	FlowJo (https://www. flowjo.com/solutions/flowjo)	RRID:S CR_008520	
Software, algorithm	Microsoft Excel	Microsoft Excel (https://www.microsoft.com/en-gb/)	RRID: SCR_016137	
Software, algorithm	Graphpad Prism	GraphPad Prism (https://graphpad.com)	RRID: SCR_002798	

### Mouse procedures

For inducible marking of HSCs in vivo, we crossed *Fgd5-2A-ZsGreen-CreERT2* mice (Gazit et al., 2014) (JAX 027789) to *Rosa26-LoxP-Stop-LoxP-Tomato* (Madisen et al., 2010) (JAX 007905) mice, resulting in *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice. For simultaneous in vivo tracking of proliferation history and marking of HSCs, *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice were crossed with *Col1a1^tetO-H2B-mCherry/tetO-H2B-mCherry^; ROSA26^rtTA/rtTA^* mice (JAX 014602) to generate *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/^*^rtTA^; *Col1a1^tetO-H2B-mCherry/+^*. Such mice were administered doxycycline in food pellets (2 g/kg; Ssniff Spezialdiäten) for 2 weeks followed by 5 weeks of chase before HSC marking by a single i.p. Tamoxifen injection (50 mg/kg) and analysis 5 days later.

Tamoxifen was purchased from Sigma-Aldrich and suspended at 100 mg/ml in ethanol and mixed with sunflower oil to a concentration of 10 mg/ml. Tamoxifen was administered by intraperitoneal injections at 50 mg/kg body weight once (1x) or for 5 (5x) consecutive days. To acquire full/maximal HSC labeling, cohorts of mice were continuously fed Tamoxifen containing food pellets for 16 weeks. Mice on Tamoxifen food were regularly bled (sparsely; 1–2 drops) during the labeling period and during the chase period.

Transplanted recipient mice were subjected to lethal irradiation (950 rad) except CD45.1/2 mice that were CD45-depleted by intravenous injection of an immunotoxin (3 mg/kg) consisting of CD45.2-biotin (clone 104) and streptavidin-Saporin (Advanced Targeting Systems) in a 1:1 molar ratio 3 days prior to transplantation, as described (Palchaudhuri et al., 2016). All transplanted cells were isolated from CD45.2 *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice. CD45-depleted recipients were transplanted with 10^7^whole bone marrow (WBM) cells and irradiated mice were transplanted with 3 × 10^6^ WBM cells (n = 7), 200 (n = 10) or 100 (n = 2) HSCs, 635 MPPs (n = 10), 1200 MPP^2^s (n = 5) or 7300 MPP^3/4^s (n = 4). Tomato^+^ and Tomato^-^ HSCs were isolated from *Fgd5^CreERT2/+^; Rosa26^lsl-Tomato/+^* mice injected with Tamoxifen 2 days before isolation and transplantation into congenic C57BL/6 (CD45.1^+^) mice on normal chow. Before transplantations of HSCs or MPPs FACS sorted cells were mixed with 3 × 10^5^ WBM competitor cells in 200 µl PBS supplemented with 2 mM EDTA and 2% FBS before injection. Where indicated, recipient mice were given Tamoxifen containing food pellets (400 mg/kg Tamoxifen Citrate, Ssniff Spezialdiäten) throughout the experiments. At the indicated time point, PB was collected from the tail vein for reconstitution analysis.

H2B-mCherry labeling in *Col1a1^tetO-H2B-mCherry/tetO-H2B-mCherry^; ROSA26^rtTA/rtTA^* mice was induced by administration of doxycycline (Säwén et al., 2016). Thereafter, mice were chased for 5 weeks while eating Tamoxifen containing food pellets or normal chow (No TAM), followed by FACS analysis to assess H2B-mCherry dilution in HSCs/progenitors.

All mice were maintained at the animal facilities at BMC at Lund University and all experiments were performed with consent from the Malmö/Lund animal ethics board, reference number M186-15.

### Immunophenotyping and FACS

Immunophenotyping by FACS was done as described (Säwén et al., 2016) (Supplementary file 1). For platelet and erythrocyte analysis, 1 μl of whole blood was taken to 300 μl PBS before FACS analysis. Cells were sorted and/or analyzed on a FACS Aria III cell sorter (Becton Dickinson) or on a LSRFortessa (Becton Dickinson).

### B1a, Langerhans cells and Vg3^+^ T cell analysis

For isolation of peritoneal cells, peritoneal lavage was performed using 10 mL PBS. For isolation of skin epidermal cells, the flank of the mouse was shaved before excision of skin. The skin was incubated for 25 min at 37°C in a dissociation buffer (PBS containing 2.4 mg/ml of dispase (Roche) and 3% FCS) before separation of dermis from the epidermis. Pieces of epidermis were incubated for 30 min at 37°C in digestion buffer (PBS supplemented with 1 mg/ml collagenase IV [Sigma-Aldrich], 100 U/ml DNase I [Sigma], 2.4 mg/ml dispase [Roche] and 3% FBS) and thereafter filtered and stained against indicated markers. Before analysis, cells were incubated with Propidium Iodide (Invitrogen) to exclude dead cells.

### Immunohistochemistry

Mice were deeply anaesthetized with an overdose of pentobarbital and transcardially perfused with cold saline. Brains were post-fixed for 48 hr in 4% paraformaldehyde (PFA) and incubated in 20% sucrose for 24 hr before being cut in 30 μm thick coronal sections on a microtome. Sections were incubated in blocking solution (5% normal serum and 0.25% Triton X-100 in 0.1 M potassium-phosphate buffered solution) for one hour and subsequently overnight at 4°C with the primary antibody (Iba1 1:1000 Wako). Fluorophore-conjugated secondary antibody (Molecular Probes or Jackson Laboratories) was diluted in blocking solution and applied for 2 hr at room temperature. Tomato label could be detected without any staining. Nuclei were stained with Hoechst (Molecular Probes) for 10 min and sections were mounted with Dabco mounting medium. Images were obtained using confocal microscopy (Zeiss, Germany).

### Cell culture

Single LSKCD150^+^CD48^+^ cells, MPP^3/4^s and HSCs were sorted into Terasaki wells containing 20 μl of media (OptiMEM supplemented with 10% FCS, 1:1000 Gentamicin (Invitrogen), 1:100 GlutaMAX (Invitrogen) and 1:500 β-mercaptoethanol (Invitrogen) supplemented with cytokines (mSCF (Peprotech) 100 ng/ml, TPO (Peprotech) 10 ng/ml, IL-3 (Peprotech) 5 ng/ml, EPO (Janssen) 5units/ml, human G-CSF (Amgen) 10 ng/ml). After 6 days of culture at 37°C, wells were scored and evaluated for the presence of megakaryocytes and erythroid cells by visual inspection in microscope.

### Gene expression analyses

qRT-PCR analyses using the Fluidigm Biomark HD Platform was done as described (Säwén et al., 2016) (Supplementary file 2). PCA on gene expression data from all reference populations was performed using Clustvis, (http://biit.cs.ut.ee/clustvis/).

Single-cell RNA seq libraries were generated using a Chromium system (10x Genomics) according to the manufacturer’s instructions. Two consecutive sequencing runs were performed to achieve enough sequencing depth and data was combined and further analyzed using the Cell Ranger^TM^ pipeline (10x Genomics). The accession number for the single-cell RNA sequencing data reported in this paper is GSE122473.

### Statistical analysis

Data were analyzed using Microsoft Excel (Microsoft) and Graphpad Prism (GraphPad Software). All FACS analyses were performed using Flowjo software (TreeStar).

How the deposited data were processed for this re-analysis (not part of the article)

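Bone marrow cells of mice were sorted as Lin-kit+ cells, as Lin-kit+ cells positive for the Fgd5 reporter (Fgd5+) or as reporter-positive cells with an additional HSC phenotype (HSC-Fgd5+), and their transcriptomes were measured with the Chromium system. The authors processed the reads with Cell Ranger and deposited UMI counts per gene and cell, without normalization. The version, genome build and annotation are not stated in the paper's text. The counts were used as deposited.

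The deposited table names each cell by a barcode and 1 of 5 suffixes that name no population. Suffixes were assigned to populations by the cell numbers in the paper (11581, 793 and 519), which only 1 set of suffixes gives in each case, so equal cell numbers are no independent check. All differences between populations depend on this assignment. The 3 Lin-kit+ libraries and the 2 reporter-positive libraries were the replicates. Cells were not used as replicates, and whether libraries came from separate mice or from loadings of 1 suspension is not stated in the paper's text.

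From the counts, values scaled to the median UMI total were log-transformed as log(1 + x). The 2000 genes with the largest dispersion, Fgd5 left out, gave 20 principal components, 15 nearest neighbours and Leiden clusters at resolution 1 (leidenalg 0.10.2, numpy 2.4.6, Python 3.11.15). Clusters were named from 12 marker lists fixed before the data were examined, when at least 3 markers had a fold of at least 2 and were detected in 5% of cells, thresholds that were set after the clusters had been seen. Doublets were called with Scrublet (scanpy 1.11.5). The Fgd5+ region is the smallest set of clusters with 80% of reporter-positive cells. The measures of spread and mixing were checked with library labels shuffled over cells.

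Counts summed per library were tested with edgeR 4.0.16 (TMM, its own filter on low counts, quasi-likelihood test, R 4.3.3) and adjusted by the Benjamini-Hochberg method, with DESeq2 1.42.0 and, added later, edgeR with library totals as alternatives. The edgeR test was run on simulated data for this comparison, with 11991 genes of which 200 were changed. Over 5 simulations it recovered 75.9% of 4-fold and 46.6% of 2-fold changes. Of 671 calls, 57 fell on unchanged genes (8.5%), above the nominal 5%. The simulated changes were equally likely in each direction and far fewer than the genes called, so this rate does not carry over to the data. The named genes were the 10 with the largest fitted change past the threshold, with at least 100 counts and every reporter-positive library on the same side of every Lin-kit+ library, the genes Fgd5, Kit, Ly6a, Slamf1, Cd48 and Ptprc, and the 5 genes each way with the largest ratio between the reporter-positive libraries, for which 0.5 UMIs were added to each count. A fold against a group at 0 was computed against 3 counts over that group.

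Depth ran from 2166655 to 36080242 UMIs per library. At a median of 3721 to 6567 UMIs per cell, a transcript as sparse as Fgd5 is missed in most cells, so shares of cells were also computed after thinning to 1193 UMIs. Alternatives covered cell filters, doublets, thinning, the number of components and variable genes, cell cycle genes, resolution, neighbours, the rule for the region, the test, its scaling, the filter on low counts, equal cell numbers and each library left out. The tSNE map was not remade. Flow cytometry, lineage tracing and quantitative PCR were not analysed here.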

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

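The tests of the Fgd5 UMIs outside the region, the free RNA and depth tests of the division cluster, the test on UMIs per cell of the late neutrophil clusters, the Ltf level that defines those clusters and the doublet test of the cluster under that level were chosen only after the result was seen. Apart from whether Fgd5 UMIs follow 1 cell type, no biological explanation was tested, since the sorted population is the only condition and each population had its own libraries.

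Outside the Fgd5+ region, Lin-kit+ cells carried 88 Fgd5 UMIs, or 1.36 CPM (exact Poisson interval 1.09 to 1.68). The paper describes Fgd5 as quickly downregulated when HSCs differentiate and gives no Fgd5 transcript level for these libraries. Carry-over of reads from the reporter-positive libraries is argued against by these 88 UMIs, more than the 47 in the reporter-positive ones, and by Cldn5, with 131 UMIs in the reporter-positive and 0 in the Lin-kit+ libraries. Free RNA of HSCs as the whole source is argued against by the other transcripts it would bring. Fgd5 outside the region stood at 16.0% (11.1 to 23.4) of its level in reporter-positive region cells, while the 10 HSC markers fixed before the data were examined stood at a median of 2.34% of theirs, and 10 of 10 lay below 11.1% beyond counting error. A smaller contribution from HSCs and free RNA of other cells stay open. Whether the UMIs follow 1 cell type also stays open. The highest share at one depth was 0.417% of lymphoid-primed multipotent-like cells, from 3 cells, and its interval overlaps those of the other named classes.

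A second cluster of reporter-positive cells, led by cell division genes, held 76 cells of both reporter-positive libraries. Doublets were called in 1.32% of them (1 cell) and in 1.05% of other reporter-positive cells. The caller does not see doublets of like cells, but such doublets would keep the cell cycle level of the region, and the summed CPM of 30 cell cycle genes was 6904 in the cluster against 568 in the region, both at one depth. The cluster's median was 9834 UMIs. Depth as the whole cause is argued against by clustering again with all cells thinned to 1193 UMIs, after which 2 of the 76 cells lay in the region (2.63%, Wilson interval 0.72 to 9.10), against 94.8% (93.3 to 95.9) of the other reporter-positive cells, and 71 of the 76 lay together in 1 cluster. This test replaced one on the summed CPM after thinning, which thinning cannot move. Free RNA reaches every droplet of a library. The cluster's cells held a mean of 70.3 UMIs of these genes. Region cells of the Fgd5+ and HSC-Fgd5+ libraries held 3.67 and 2.42, a gap beyond the 2.43-fold difference in median UMIs. The cluster was picked as led by such genes, so higher values than in the region were given beforehand, here and for the summed CPM. Only the size of the gap bears on free RNA, and only on free RNA spread evenly over droplets. Reporter-positive cells in division remain as a hypothesis, found and examined on the same data.

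In the HSC-Fgd5+ library 21.4% of cells (111 of 519) had at least 10% mitochondrial UMIs, against 3 of 793 in the Fgd5+ library. Damage with loss of cytoplasmic RNA is a candidate explanation. The median of these cells was 1271 UMIs, 0.291 times the 4370 of the other cells of that library, and a test on UMI totals could have come out the other way. Of the 111 cells, 109 lay in the region.

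The 2 clusters led by late neutrophil genes with over 1000 CPM of Ltf held 9.37% ± 0.15 (SD, n = 3 libraries) of the Lin-kit+ cells. Doublets were called in 0.092% of their cells against 1.37% of other Lin-kit+ cells. Free RNA of neutrophils added to otherwise ordinary Lin-kit+ cells would take none of their own UMIs away. Of the 1238 genes with at least 100 CPM in other Lin-kit+ cells, 83.8% had fewer UMIs per cell in these clusters beyond counting error, with a median ratio of 0.507 (0.515, 0.519 and 0.501 in libraries a, b and c), at similar means of 5503 and 5602 UMIs per cell. This test replaced one on Ltf, the gene by which the clusters were picked, and one on the CPM of Kit, which assumed what neutrophil RNA holds. Neutrophil RNA in droplets with little RNA of their own, a sort impurity and cells further along neutrophil differentiation stay open, and none was tested. The share depends on the limit, since a neutrophil-like cluster of 772 cells also led by Camp, S100a9 and S100a8 lay under it with 346 CPM of Ltf, and had 6.76 CPM of Kit. A further cluster of 87 cells led by Ngp, Ltf and Camp fell under the limit with 967 CPM of Ltf and held 0.149%, 0.586% and 0.992% of libraries a, b and c. It had 27.0 CPM of Kit and a median of 9199 UMIs, and doublets, called in 81.6% of its cells, are a candidate explanation for it.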

How the results depend on the processing

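Alternatives were set before the data were examined, except the leave-outs for spread, mixing and neighbours, the distance rule for Fgd5 UMIs and the scaling by library totals, which were added later. The fold change of Fgd5 (log2 1.58 to 2.47), the 5 sorting genes and the cell cycle list (median log2 -1.56 to -0.90) kept their direction and their side of the threshold under all 11 alternatives, as did each of the 10 genes with the largest fitted change. The reporter-positive share among neighbours (97.7% to 98.7%) and the number of classes (8 to 10) stayed within their limits.

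The mean share of Lin-kit+ cells in the region, 0.247%, was 0.533% with 1000 variable genes and 22.0% with the distance rule. With 1 library left out and the rest clustered again, it was between 0.155% and 0.470%. With the distance rule, 24.1% of Lin-kit+ cells with a Fgd5 UMI lay in the region. By the clusters as reported it was 0 of 87, where 0.50 Fgd5 UMIs would be expected at the depth of the cells inside. This share was 2.30% with 10 components, 2.30% with 1000 variable genes and 2.33% without Lin-kit+ library c. It stayed at 0 under the other clusterings tried. The ratio of spread, 12.6, was 11.8 with the cell filter, 11.2 without doublets, 7.05 after thinning, 10.5 with 10 and 10.5 with 50 components, 11.8 with 1000 and 6.89 with 4000 variable genes, 8.98 without cell cycle genes, 6.03 at resolution 0.5 and 9.45 at resolution 2, and between 5.82 and 15.5 with 1 library left out. Mixing of the reporter-positive libraries, 0.838, was 0.960 with the cell filter, 0.933 with 10 components and 0.909 with 1000 variable genes. The causes were not tested.

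The 7567 genes that differed became 4404 with a 2-fold limit, by construction, and between 5964 and 7668 with 1 library left out. DESeq2 called 7083, of which 6641 were shared with edgeR. Which direction held more calls depended on the setting. Library totals in place of TMM moved the median log2 fold change of all genes from 0.07 to 0.60 and the genes called higher from 51.8% to 76.8%, with 8579 called, 6586 higher and 1993 lower. Both scalings called 5990 of the genes, 76 of them lower by TMM and higher by library totals. Other splits were 3401 higher and 3682 lower by DESeq2, 2784 and 3180 without the Fgd5+ library and 3283 and 3431 without the HSC-Fgd5+ library. Among genes changed at least 2-fold, more were higher than lower under edgeR as reported (2629 and 1775) and under all 11 alternatives. The 103 genes that differed 2-fold between the reporter-positive libraries became 181 at a minimum of 50 UMIs and 40 at 300, where more or fewer genes are compared. With 1 reporter-positive library left out, the lone library is assumed to vary like the Lin-kit+ libraries. No paired analysis was possible because the populations share no replicate numbers. Depth limits Fgd5, which rests on 135 UMIs in all 5 libraries.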

Other observations

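The test on cells with a Slamf1 UMI was planned before its result was seen, and the count of cells by 4 HSC markers was chosen only after it. A difference between library batches that keeps Lin-kit+ HSCs apart from the reporter-positive libraries cannot be told apart from a low number of HSCs. Only 2 Lin-kit+ cells had at least 4 HSC markers, a Slamf1 UMI and no Cd48 UMI, and 0 of them lay in the Fgd5+ region, against 152 of 163 such reporter-positive cells. Without the Slamf1 and Cd48 conditions, 5 of 35 Lin-kit+ cells (14.3%) and 731 of 786 reporter-positive cells (93.0%) lay in it. The rule for the region as the whole cause of the low share is argued against by the cells that the distance rule adds, with Slamf1 at 1.96 CPM, although their Procr was above that of other Lin-kit+ cells.

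The 30 cell cycle genes were lower in reporter-positive cells in 30 of 30 cases, with 28 past the edgeR threshold and a median log2 fold change of -1.43, and with library totals in place of TMM in 28 of 30 cases, with 27 past the threshold and a median of -0.90. As a set they passed a threshold of 0.05 by edgeR's camera, which presets the correlation between genes, and also by fry. The summed level of these genes was 1491 CPM in the Fgd5+ and 1610 CPM in the HSC-Fgd5+ library against 3017 ± 107 (SD, n = 3) in the Lin-kit+ libraries. The paper uses these libraries for no statement on the cell cycle.

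Of the 48 genes that the paper measured by PCR in other samples (Supplementary file 2), 42 differed between reporter-positive and Lin-kit+ libraries by edgeR, 26 higher and 16 lower, and 42 when adjusted over the list alone. With library totals 41 differed, 29 higher and 12 lower. Between 40 and 43 passed under the alternatives.

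Xist stood at 2038 CPM in the Fgd5+, 2849 CPM in the HSC-Fgd5+ and 1301, 1226 and 1307 CPM in the Lin-kit+ libraries. Ddx3y, Eif2s3y, Kdm5d and Uty are not among the genes of the table, in which every gene was detected in at least 3 cells. This argues against male cells as a sizeable part of any library, if the reference behind the counts held these Y-linked genes. In the HSC-Fgd5+ library, 1 cell held 68 of the 70 Car1 UMIs.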
